A study of Mus musculus with 8 samples (transcriptomic, total RNA). Its data were reported in "Modeling signaling‐dependent pluripotency with Boolean logic to predict cell fate transitions" (2018).

How the data were processed

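RNA-seq was analysed in 8 libraries of mouse pluripotent stem cells and their derivatives. R1 is a mouse embryonic stem cell (mESC) line, and 7 of the libraries came from it. The remaining library came from a line that carries a green fluorescent protein (GFP) reporter of Cdx2, from which GFP-positive cells had been sorted. The labels describe culture in serum-containing medium without feeder cells, with combinations of small molecules and a cytokine. The pair CHIR99021 (an inhibitor of GSK3) and PD0325901 (an inhibitor of MEK) is called 2i, and 2i with a JAK inhibitor is called 2iJ. Addition of BMP4 and of an inhibitor of the receptor kinase ALK5 to 2iJ gives 2iJ+B-A. The study uses this inhibitor to block Activin/Nodal signalling. Mesoderm progenitors were made from embryoid bodies, in another medium for which the study lists no serum. According to the methods of the study, they were collected on day 3 or a day after an inhibitor of Wnt secretion had been added, so the day 3 and day 4 libraries differ in treatment as well as in time.

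The authors prepared strand-specific libraries from poly-A RNA, sequenced them as read pairs, trimmed adapters and low-quality bases, and aligned the reads to the NCBIM37 mouse genome with the aligner STAR. The deposited values are raw counts of read pairs per gene from STAR, given for unstranded counting and for each strand, with the number of unmapped, multimapping, ambiguous and no-feature pairs in each library. The study adjusted its expression values for a difference between experiments made on separate days. No such adjustment was in the counts used here, and the labels put these 8 libraries in a single series with 1 batch mark. The sample codes in the labels begin with 1 letter for the mesoderm progenitors, with another for the sorted cells and with another for the 5 unsorted mESC libraries. A batch that followed those codes could not be told apart from these groups.

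Counts on the reverse strand were used, as the library chemistry requires. Their total was 31451806 and 30957386 for the mesoderm progenitors on days 3 and 4, 19810855 for the sorted cells, 28147186 for 2i and 25695785 for 2iJ. For 2iJ+B-A it was 24532587, 31453888 and 30721545 on days 2, 5 and 11. The share of strand-assigned gene counts on the wrong strand was between 5.03% and 6.47%. Gene symbols, coordinates and types came from the GENCODE annotation of NCBIM37, which named 37205 of the 37620 genes in the files. Coordinates are 1-based. The annotation release used by the authors was not stated. Tfap2c appears in this annotation as Tcfap2c.

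Groups and days were taken from the labels. The days of a group were treated as its samples, so the spread within 2iJ+B-A (n = 3) includes change over days 2 to 11, and that within the mesoderm progenitors (n = 2) includes the step from day 3 to day 4. The sorted, 2i and 2iJ groups had 1 library each. The 8 libraries were fitted together in edgeR 4.0.16 (R 4.3.3), a package that models gene counts with a negative binomial distribution. The fit had a coefficient for each of the 5 groups and 3 residual degrees of freedom. Genes with at least 10 counts in at least 2 libraries were kept, which left 16961 genes, and libraries were scaled by TMM (trimmed mean of M values). The quasi-likelihood test was used, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. The common biological coefficient of variation was 0.363. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Change with time within 2iJ+B-A was tested with an added slope on log2(day), which left 2 residual degrees of freedom.

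The 14 pluripotency-associated and 9 trophectoderm (TE)-associated genes that the study names were tested as panels with camera in limma 3.58.1. This test asks whether the genes of a panel shift together relative to all other genes, given their correlation, and it was run on log2 counts-per-million (CPM) with a prior count of 2. Principal component analysis (PCA) used the 40% of genes with the highest variance in log2 CPM. Distances between libraries are root mean square differences in log2 CPM over all filtered genes. CPM values of single genes are shares of the reverse-strand gene counts of a library, without TMM scaling, with 95% Wilson binomial intervals. The smallest share that a library can show was set at 3 counts, which corresponds to between 0.095 and 0.151 CPM. These intervals cover counting error only.

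Genes were named by a rule fixed before the files were opened. Pou5f1 (Oct4), Sox2, Nanog, Cdx2, Gata6 and genes of the TE panel are given in the comparisons they bear on, and other genes of the study's model only as a range or where their adjusted p-value was under 0.05. For each comparison, up to 5 genes with the largest rise and 5 with the largest fall were added. These needed an adjusted p-value under 0.05, a mean of at least 10 CPM in the higher group and values that did not overlap between the libraries of the groups compared. Not every panel gene is reported individually, but all entered the panel tests.

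The fitting code was tested on simulated counts drawn with the real depths. Each gene had its mean share over all 8 libraries in every group, with the dispersion trend of the real fit. In these counts, 200 of the more abundant genes were changed in 2iJ+B-A by 3 log2 units. Of these, 193 were recovered against 2iJ with 20 false calls, 197 against mesoderm progenitors with 7 false calls, and 190 against the sorted cells with 8 false calls. For the slope on day, the 200 genes were given slopes of 2 log2 units per doubling of time in a second simulation, and 196 were recovered with 10 false calls. Between 2iJ and 2i, where no gene was changed, there were 0 false calls. The simulated groups had no variation other than that trend, so the spread of single genes around it was absent. These recoveries check the code and do not give the power of the real comparisons. In the real data, the gene Id1 had a log2 fold change of 3.225 between 2iJ+B-A and 2iJ, with an edgeR adjusted p-value of 0.244.

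Alternatives were DESeq2 size factors, no filter or a stricter filter on low counts, unstranded counts, the Wald test of DESeq2 1.42.0, robust moderation, a minimum fold change, the slope on day, each library of the replicated groups left out in turn, other groupings of the sorted and 2i libraries, and other settings of the panel test, PCA and distances. A fit restricted to protein-coding genes was added after the data had been seen. Checks in the closing part used scipy 1.17.1. Trophoblast stem cells and the other libraries of the study were not analysed here, so 2iJ had a single library, from day 5.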

Results

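To examine how mESCs respond to combinations of signals, gene counts were compared across 8 libraries from 5 groups. There were 3 libraries of mESCs in 2iJ+B-A, from days 2, 5 and 11, and 1 library each of mESCs in 2i and in 2iJ, both from day 5. The other libraries were 1 of Cdx2-GFP-positive cells sorted from 2iJ+B-A on day 2 and 2 of mesoderm progenitors, from days 3 and 4. Total gene counts were 19810855 in the sorted cells and between 24532587 and 31453888 in the other libraries. Between 14550 and 15950 genes had at least 10 counts in a library, and the 10 most abundant genes took between 4.84% and 6.87% of gene counts.

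Alignment differed between the libraries. In the 7 libraries of the R1 line, between 2.17% and 3.85% of read pairs were unmapped, and between 7.83% and 13.21% of uniquely aligned pairs lay outside annotated exons. In the sorted library these shares were 29.7% and 27.84% (no replicates). The sorted library also had the lowest gene count, so its values carry the widest counting error.

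**Figure D1:**
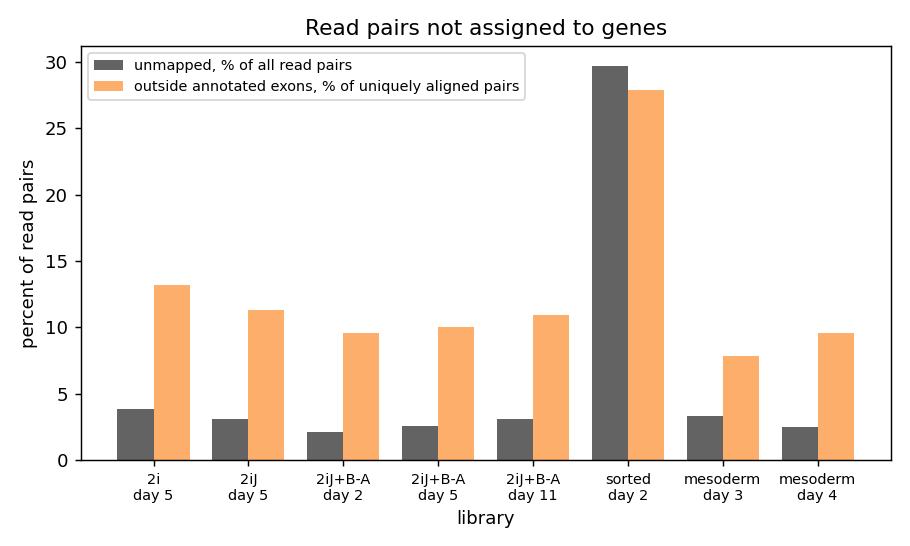
Bars give, for each of the 8 libraries, the percent of all read pairs that were unmapped (grey) and the percent of uniquely aligned pairs outside annotated exons (orange), without error bars since each is a single count. The sorted library stands at 29.7% and 27.84%, while no other library exceeds 3.85% and 13.21%.

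The overall arrangement of the libraries was examined by PCA of 6784 genes. PC1 held 53.86% of the variance, and its share had a standard deviation of 7.08 over 8 analyses that each left out a library. PC2 held 21.31%, with a corresponding standard deviation of 4.79. The mesoderm progenitors lay at 139.81 (day 3) and 167.74 (day 4) on PC1, and the 6 mESC libraries lay between -63.22 and -39.99. On PC2 the sorted cells were at 133.83, the 2iJ+B-A libraries between -14.74 and -0.25, 2iJ at -55.97 and 2i at -62.93. Over those analyses the share ranged from 42.49% to 66.72% for PC1 and from 16.01% to 31.44% for PC2. Restricting the PCA to the 500 genes with the highest variance gave 68.09% and 14.91%.

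**Figure D2:**
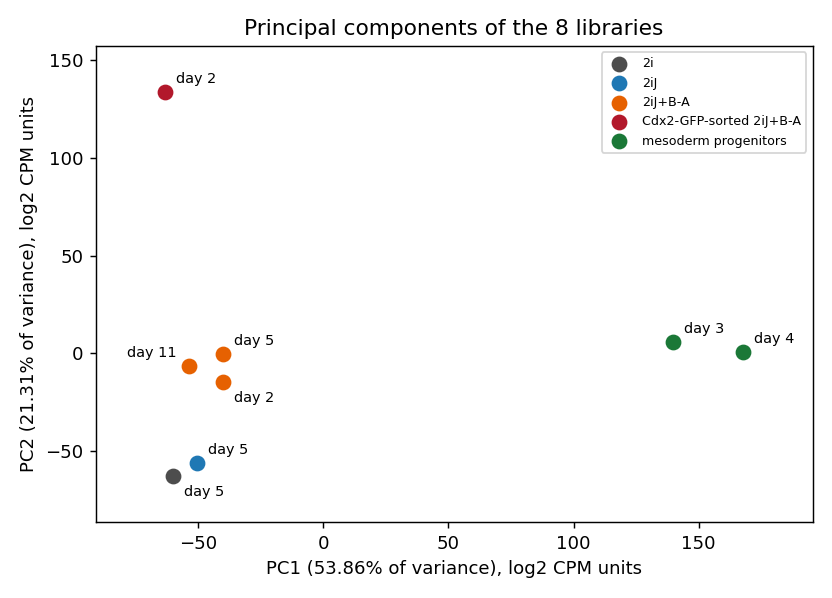
Each point is a library, placed by its scores on PC1 (53.86% of variance) and PC2 (21.31%) in log2 CPM units, coloured by group and marked with the day. The mesoderm progenitors lie apart on PC1, at 139.81 and 167.74, and the sorted cells lie apart on PC2, at 133.83.

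Distances over all filtered genes gave the same arrangement. The distance of 2iJ+B-A to 2iJ was 0.958 ± 0.114 log2 units (SD, n = 3). It was 0.828 on day 2, 1.008 on day 5 and 1.039 on day 11. The distance of 2iJ+B-A to the mesoderm progenitors was 1.77 ± 0.072 (SD, n = 3), and each of the 3 libraries was nearer to 2iJ. For scale, 2i and 2iJ were 0.528 apart, the 2iJ+B-A libraries were between 0.621 and 0.865 apart, and the mesoderm progenitors were 1.08 apart. The sorted cells were 1.412 from the unsorted cells of the same day. No test was run, because an exact permutation of 3 libraries against 1 cannot reach 0.05. Over the 40% of genes with the highest variance, the distances rose to 1.41 ± 0.188 and 2.68 ± 0.113.

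The comparison of 2iJ+B-A with 2iJ asked whether BMP4 and ALK5 inhibition change expression in cells under JAK inhibition. Of 16961 genes tested, 0 had an edgeR adjusted p-value under 0.05, and the lowest was 0.244. Before adjustment, 1290 genes had a p-value under 0.05, 679 higher and 611 lower in 2iJ+B-A, where 848 would be expected by chance. The reference was a single library, so the spread came only from 2iJ+B-A and the mesoderm progenitors. With the Wald test of DESeq2 in place of edgeR, 305 genes passed, 182 higher and 123 lower.

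Among the core pluripotency genes, none passed the threshold between these conditions. Pou5f1 (ENSMUSG00000024406), on chromosome 17 at 35642982 to 35647721 of NCBIM37, had 976.697 CPM in 2iJ (Wilson interval 964.694 to 988.85) and 945.322 ± 113.107 CPM in 2iJ+B-A (SD, n = 3). Its log2 fold change was -0.1105, with a standard error of 1.21 and an edgeR adjusted p-value of 0.995. Sox2 (ENSMUSG00000074637; chromosome 3, 34548927 to 34551383) had 643.452 CPM in 2iJ (633.721 to 653.331) and 556.884 ± 41.341 in 2iJ+B-A. Nanog (ENSMUSG00000012396; chromosome 6, 122657507 to 122664651) had 772.889 CPM (762.219 to 783.709) and 541.631 ± 37.675. Their log2 fold changes were -0.2705 and -0.5751, with edgeR adjusted p-values of 0.889 and 0.957. All 3 values of Sox2 and of Nanog in 2iJ+B-A were below the 2iJ interval. The standard error of Nanog was 1.1 in the joint fit, which includes the mesoderm progenitors, and 0.183 in a fit of only the 2 groups compared, where the edgeR adjusted p-value was 0.385. The 14 pluripotency genes had a mean log2 fold change of 0.0515 (SD 0.523 across genes), with 5 higher and 9 lower, and the panel did not shift relative to other genes (limma camera adjusted p-value 0.645). Pooling 2i with 2iJ as the reference changed the sign of that mean, to -0.0579.

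TE-associated genes moved further, without passing the threshold in edgeR. Cdx2 (ENSMUSG00000029646; chromosome 5, 148112381 to 148118846) had 3.162 CPM in 2i (Wilson interval 2.57 to 3.891) and 4.125 CPM in 2iJ (3.411 to 4.989). In 2iJ+B-A it had 15 CPM on day 2, 30.108 on day 5 and 17.545 on day 11. Its log2 fold change against 2iJ was 2.269 with a standard error of 0.639, and the edgeR adjusted p-value was 0.491. Cdx2 was among the genes that passed the DESeq2 Wald test (log2 fold change 2.255, adjusted p-value 0.00977). Gata3 (ENSMUSG00000015619; chromosome 2, 9778705 to 9811661) and Hand1 (ENSMUSG00000037335; chromosome 11, 57642207 to 57646320) had log2 fold changes of 1.783 and 2.591. Hand1 reached 37.542 CPM on day 2 and 99.543 CPM on day 5, and was at 8.984 CPM on day 11, close to its 7.667 CPM in 2iJ. Elf5, Cdcp1, Furin, Tcfap2c and Cd40 had log2 fold changes between -1.048 for Cd40 and 1.553 for Elf5. Their edgeR adjusted p-values lay between 0.817 and 0.981. Cdcp1 (ENSMUSG00000035498) lies on chromosome 9 at 123079942 to 123125156 and Furin (ENSMUSG00000030530) on chromosome 7 at 87533471 to 87550322. Tcfap2c (ENSMUSG00000028640) and Cd40 (ENSMUSG00000017652) are on chromosome 2, at 172375093 to 172384122 and 164881127 to 164898448. Elf5 (ENSMUSG00000027186; chromosome 2, 103251845 to 103291146) stayed below 1 CPM in every library.

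Of the 9 TE genes, 8 rose, with a mean log2 fold change of 1.23 (SD 1.44 across genes). The panel as a whole did not pass the threshold, with a limma camera adjusted p-value of 0.353. The outcome was sensitive to how correlation between the genes was handled. With the inter-gene correlation fixed at 0.01 in place of the estimate of 0.112, the same mean of 1.23 had an adjusted p-value of 0.0394. Gata6 (ENSMUSG00000005836; chromosome 18, 11052508 to 11085633), a mesendoderm and primitive endoderm marker, had 2.024 CPM in 2iJ (1.543 to 2.654). In 2iJ+B-A it had 3.669, 8.298 and 16.047 CPM on days 2, 5 and 11. The log2 fold change was 2.14 (standard error 1.19, edgeR adjusted p-value 0.774). Across the other model genes that could be tested, log2 fold changes ran from -5.646 for Lefty1 to 2.463 for Gata4, and none passed.

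**Figure D3:**
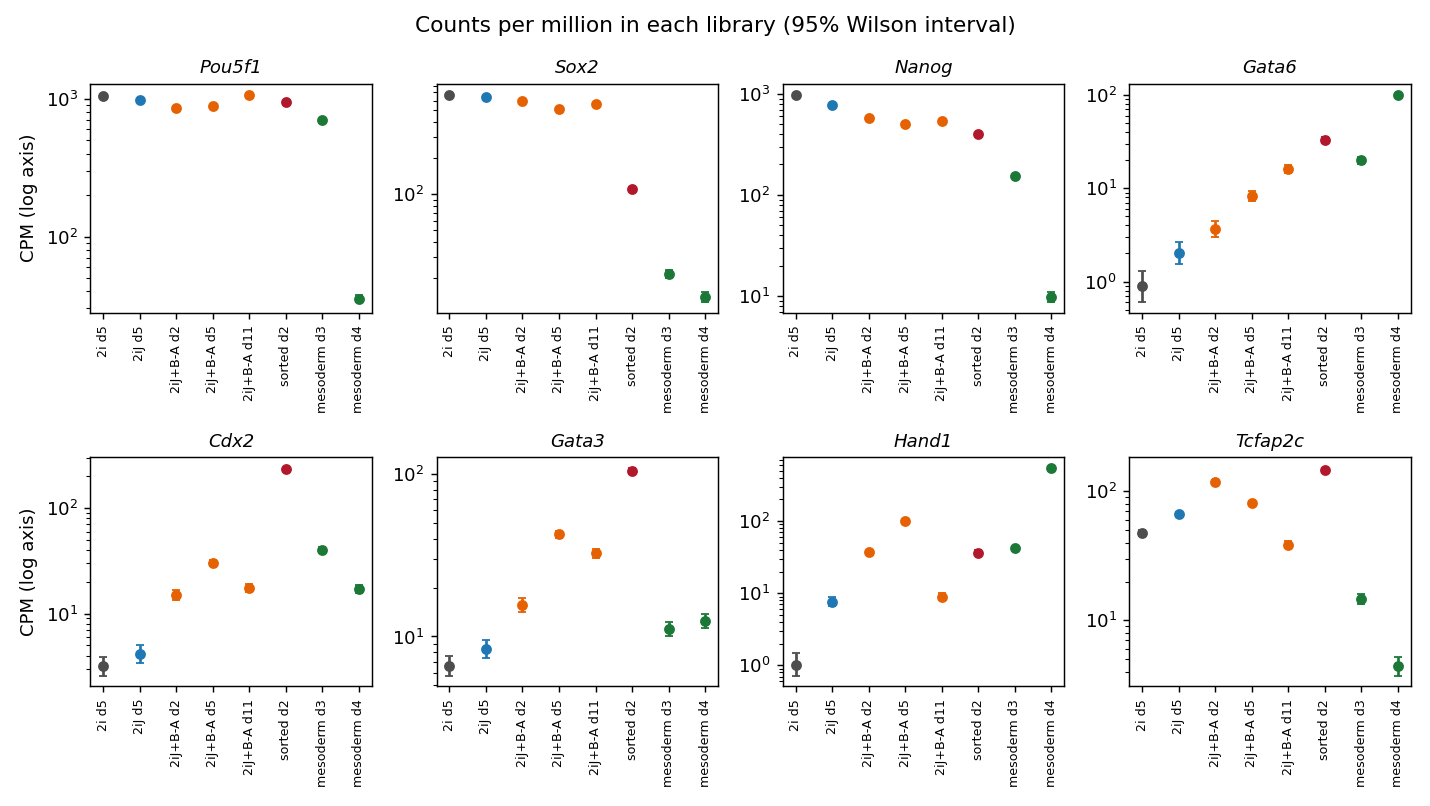
Points give the CPM of 8 genes in each library on log axes, with 95% Wilson intervals as error bars and the day after d in each label. Pou5f1 stays between 865.461 and 1074.751 CPM in all mESC libraries, whereas Cdx2 goes from 4.125 in 2iJ to between 15 and 30.108 in 2iJ+B-A and to 234.518 in the sorted cells.

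Change with time within 2iJ+B-A was then tested over days 2, 5 and 11. A slope on log2(day) passed for 0 genes, and the lowest edgeR adjusted p-value was 0.144. For Gata6, expression rose by 0.8561 log2 units per doubling of time, with a standard error of 0.44 and an edgeR adjusted p-value of 0.858. Cdx2 had a slope of 0.1046 with a standard error of 0.333. This test drew its residual spread from 2 degrees of freedom. It depended on the mesoderm progenitors, since 469 genes passed once the day 4 library of that group was left out.

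The effect of the JAK inhibitor on cells in 2i was assessed between 1 library on each side, both from day 5. There is no replicate check on this difference, and the spread in its test came only from 2iJ+B-A and the mesoderm progenitors. No gene had an edgeR adjusted p-value under 0.05, the lowest being 1, and 86 genes had a p-value under 0.05 before adjustment where chance would give 848. Pou5f1, Sox2 and Nanog had log2 fold changes of -0.1076, -0.07105 and -0.3625 in 2iJ relative to 2i. Nanog stood at 984.788 CPM in 2i (Wilson interval 973.268 to 996.443) and at 772.889 CPM in 2iJ (762.219 to 783.709). Those intervals do not overlap, but they leave out variation between cultures. The gene count stayed at 0 under every alternative, including the DESeq2 Wald test, but each alternative drew its spread from the groups with replicates. With 86 genes where chance would give 848, the test was too strict for this pair. The absence of passing genes therefore says little about the effect of the JAK inhibitor.

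Mesoderm progenitors served as a differentiated cell type against which 2iJ+B-A was set. Medium and culture as embryoid bodies also separate these groups. The edgeR test found 4584 genes with an adjusted p-value under 0.05, of which 1957 were higher and 2627 lower in mesoderm progenitors, and 3860 changed by at least 1 log2 unit. Sox2 was at 17.771 ± 5.443 CPM in mesoderm progenitors (SD, n = 2) and 556.884 ± 41.341 in 2iJ+B-A (SD, n = 3), a log2 fold change of -4.962 with a standard error of 0.263 and an edgeR adjusted p-value of 0.000841. Pou5f1 did not pass (log2 fold change -1.36, standard error 1.01, edgeR adjusted p-value 0.358), since it had 701.327 CPM on day 3 and 35.371 CPM on day 4. Nanog likewise had 152.551 and 9.723 CPM on these days and an edgeR adjusted p-value of 0.0908. Other pluripotency genes that fell were Klf4, Esrrb, Tbx3, Klf2, Jarid2, Nr5a2 and Zfp42, with log2 fold changes between -6.286 and -1.641, while Myc rose by 1.089.

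Cdx2 did not separate these groups, at 28.703 ± 16.198 CPM in mesoderm progenitors (SD, n = 2) and 20.884 ± 8.088 in 2iJ+B-A (SD, n = 3; edgeR adjusted p-value 0.448). Of the TE genes reported individually, only Cd40 was higher in mesoderm progenitors (log2 fold change 3.973, edgeR adjusted p-value 0.00603). Only Tcfap2c was lower (-3.055, edgeR adjusted p-value 0.0218). Without the day 2 or the day 5 library of 2iJ+B-A, Tcfap2c did not pass (edgeR adjusted p-values 0.0572 and 0.0628). Gata3 had an edgeR adjusted p-value of 0.057. It passed as lower with unstranded counts (0.0498) and without a filter on low counts (0.0454). For Gata6 the log2 fold change of 2.687 had an edgeR adjusted p-value of 0.0501. Among the other model genes, Fgf5, Eomes, T (Brachyury), Dusp6 and Dnmt3b were higher by 1.53 to 9.338 log2 units, and Fgf4 and Tcf7l1 were lower, with log2 fold changes of -3.905 and -1.045.

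By the rule for named genes, 2799 genes were eligible in this comparison. The largest rises were in Mesp1 (ENSMUSG00000030544; chromosome 7, 86937127 to 86938674), T (ENSMUSG00000062327; chromosome 17, 8627288 to 8635361), Lhx1 (ENSMUSG00000018698; chromosome 11, 84331479 to 84338923), Alox15 (ENSMUSG00000018924; chromosome 11, 70157654 to 70165533) and Mixl1 (ENSMUSG00000026497; chromosome 1, 182623174 to 182627165). Their log2 fold changes were between 7.576 and 9.37, with edgeR adjusted p-values between 0.0058 and 0.0219. Each was far higher on day 3 than on day 4. Mesp1, for instance, had 181.325 CPM on day 3 and 6.364 CPM on day 4. With the day 3 library left out, the log2 fold change was 3.963 for T, 5.413 for Lhx1, 3.337 for Alox15 and 2.029 for Mixl1. T, Alox15 and Mixl1 did not pass without the day 2 library of 2iJ+B-A (edgeR adjusted p-values 0.0609, 0.0592 and 0.082). The same held without its day 5 library (0.0553, 0.0561 and 0.074), and Mixl1 also did not pass without its day 11 library (0.0683). Mesp1 and Lhx1 still passed in these fits (0.0496 and 0.0296 without day 2), but Mesp1 could not be tested without a mesoderm library. The largest falls were in Trim43a (ENSMUSG00000067399; chromosome 9, 88475729 to 88483945), Gm13128 (ENSMUSG00000078508; chromosome 4, 143920152 to 143923368), Mep1b (ENSMUSG00000024313; chromosome 18, 21229286 to 21258700), Pramel6 (ENSMUSG00000025838; chromosome 2, 87346722 to 87351029) and Stra8 (ENSMUSG00000029848; chromosome 6, 34870163 to 34889342), with log2 fold changes between -13.7 and -11.3. Trim43a had 60.719 ± 11.944 CPM in 2iJ+B-A (SD, n = 3) and 0 counts in both mesoderm libraries, where 3 counts would be 0.095 and 0.097 CPM. Stra8 varied widely within 2iJ+B-A, from 170.467 CPM on day 2 to 4.948 CPM on day 11. Trim43a, Gm13128 and Pramel6 have close paralogs, so part of their reads could be assigned to other family members. The number of differing genes was lowest, at 2019, when the day 5 library of 2iJ+B-A was left out.

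Cdx2-GFP-positive cells sorted from 2iJ+B-A were compared with unsorted cells to describe the fraction that expresses Cdx2. This set 1 library of another line, from day 2, against 3 libraries of R1, so line, sorting and library quality vary together. The edgeR test gave 919 genes with an adjusted p-value under 0.05, 567 higher and 352 lower in the sorted cells. Cdx2 was at 234.518 CPM in the sorted cells (Wilson interval 227.871 to 241.358), with a log2 fold change of 3.544, a standard error of 0.49 and an edgeR adjusted p-value of 0.0212. Because the cells were selected on a Cdx2 reporter, this rise checks the sort and is not an independent result. Sox2 fell to 110.445 CPM (105.913 to 115.17), a log2 fold change of -2.286 with a standard error of 0.304 and an edgeR adjusted p-value of 0.0194. Esrrb (ENSMUSG00000021255; chromosome 12, 87702067 to 87862578) fell too, with a log2 fold change of -1.385 (edgeR adjusted p-value 0.0478). Pou5f1 stood at 956.799 CPM (943.281 to 970.51) and Nanog at 401.093 CPM (392.372 to 410.008), with edgeR adjusted p-values of 0.981 and 0.862. Among the other TE genes reported individually, log2 fold changes ran from -0.3481 for Hand1 to 3.981 for Cdcp1, and none passed. Fitting the slope on day and comparing at day 2, the day of the sorted cells, cut the number of genes to 27. Neither Cdx2 (edgeR adjusted p-value 0.113) nor Sox2 (0.0794) passed in that fit.

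Of the 713 eligible genes, the largest rises were in Rps2-ps13 (ENSMUSG00000081684; chromosome X, 50251765 to 50252646), Prss22 (ENSMUSG00000045027; chromosome 17, 24130502 to 24135067), G530011O06Rik (ENSMUSG00000072844; chromosome X, 166412975 to 166416849), Gm13394 (ENSMUSG00000083773; chromosome 2, 28788950 to 28790200) and Gm10260 (ENSMUSG00000057657; chromosome 13, 98530042 to 98530587). Their log2 fold changes were between 8.421 and 10.85. The largest falls were in Rpl15-ps2 (ENSMUSG00000073229; chromosome 9, 71908720 to 71909406), Rps13-ps1 (ENSMUSG00000066362; chromosome 8, 89571619 to 89572074), Gm9000 (ENSMUSG00000059751; chromosome 13, 109460773 to 109461634), Ftl2 (ENSMUSG00000082062; chromosome 4, 125181532 to 125182083) and Gm6768 (ENSMUSG00000021908; chromosome 12, 120499451 to 120501328), between -12.62 and -6.325. Rps2-ps13 had 826.416 CPM in the sorted cells and at most 5.977 CPM in any other library, and Gm9000 had 1.969 CPM against at least 313.388 CPM. The annotation lists Rps2-ps13, Gm13394, Ftl2 and Gm6768 as pseudogenes, and Rpl15-ps2 and Rps13-ps1 carry pseudogene names although they are listed as protein coding. Counts of such copies depend on a few bases that set them apart from their parent genes, and their values are uncertain.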

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

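The groups, tests, alternatives and the rule for named genes were fixed before the count files arrived. The first result flagged lies in reads that no comparison used. In the sorted Cdx2-GFP library, 29.7% of read pairs were unmapped and 27.84% of uniquely aligned pairs lay outside annotated exons, each more than 2 times the highest share among the other 7 libraries. Those shares were at most 3.85% and 13.21%. The search covered the unmapped, multimapping, no-feature and wrong-strand shares, and no other library was flagged. Groups were too small for a test of single deviating samples.

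Technical explanations for these shares were weighed. Genomic DNA would place reads on silent genes on both strands. Counts on 1251 olfactory receptor genes, relative to all gene counts, were 0.8117 times those of the highest other library, which speaks against it. Loss of strand information was tested with a prediction written after the shares had been seen. The share of counts on the wrong strand was 5.03%, the lowest of all libraries. Enrichment of nuclear RNA would raise transcripts retained in the nucleus. Malat1 and Neat1 together had 3553 CPM in the sorted library and between 559.6 and 1113 CPM in the others, so a higher share of nuclear or unspliced RNA may account for part of the no-feature reads. Sorting of live cells with loss of cytoplasmic RNA is a candidate cause. These RNAs can also differ between cell types, so the test cannot tell RNA quality from biology. The unmapped reads were not in the files analysed here, so reads from another organism, adapter dimers or short fragments were not tested for the 29.7%. No biological explanation can be separated from line, sorting and library, which coincide in this sample.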

How the results depend on the processing

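Of 119 recalculated values of headline results, 91 kept their outcome. A kept outcome allowed counts to shift. Between mesoderm progenitors and 2iJ+B-A, for instance, it included a change from 4584 to 3329 genes without the day 2 library of 2iJ+B-A. The comparison of 2iJ with 2i gave 0 genes under every alternative. With 1 library on each side, that count does not show that expression was unchanged. No headline result changed its outcome with DESeq2 size factors, unstranded counts, robust moderation, a minimum fold change or protein-coding genes only. The last was chosen after the data had been seen.

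The DESeq2 Wald test found 305 genes between 2iJ+B-A and 2iJ, 2697 between sorted and unsorted cells and 115 with a slope on day, where edgeR found 0, 919 and 0. Cdx2 was among the 305 (adjusted p-value 0.00977), whereas with edgeR it did not pass under any alternative. It uses a normal approximation that does not account for dispersions estimated from 3 residual degrees of freedom, which could explain the larger counts. Pooling 2i with 2iJ adds a degree of freedom and a reference library, and gave 150 genes (58 higher, 92 lower). Without a filter on low counts there were 1390 genes between sorted and unsorted cells and 2 with a slope. Requiring 10 counts in every library left 2829 genes between mesoderm progenitors and 2iJ+B-A, since genes silent on one side were removed. Counting the sorted library with 2iJ+B-A gave 2827. Such regrouping can change both the mean and the spread of 2iJ+B-A, and their parts were not separated. Comparing sorted cells at day 2 through the slope gave 27 genes, as the reference then rested on the end of a line through 3 libraries. Cdx2 and Sox2 no longer passed there, with adjusted p-values of 0.113 and 0.0794.

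Leaving out each library of the replicated groups in turn gave 2019 to 4538 genes for mesoderm progenitors against 2iJ+B-A and 37 to 2052 for sorted against unsorted cells across 5 fits each, and 379 to 469 for the slope across 2 fits. The high counts for sorted cells and for the slope came from leaving out a mesoderm library. The day 3 and day 4 libraries differ strongly, and in the joint fit that difference enters the spread of every comparison. For Cdx2 and Sox2 in sorted cells, the adjusted p-value rose above 0.05 whenever a 2iJ+B-A library was left out.

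The TE panel passed only with the inter-gene correlation fixed at 0.01, which leaves its mean at 1.23. Its mean was 1.57 with the pooled reference and ranged from 0.932 to 1.56 over the fits that left out a library. The pluripotency panel mean was near 0 and changed sign with the pooled reference (-0.0579), and ranged from -0.00891 to 0.132 over the fits that left out a library. PCA of 500 genes gave 68.09% and 14.91% for PC1 and PC2. Leaving out a library gave 42.49% to 66.72% and 16.01% to 31.44%. A prior count of 0.5, which spreads low counts, raised the distances to 1.09 and 2.05, and the 40% most variable genes raised them to 1.41 and 2.68. The distance to mesoderm progenitors was 1.67 to 1.84 over the fits that left out a library.

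Of 676 recalculated values of named genes, 621 kept their outcome, 28 lost and 18 gained an adjusted p-value under 0.05, and 9 changed sign. None of the sign changes involved a value past the threshold. Pou5f1 in sorted against unsorted cells was -0.01038 with unstranded counts. With the sorted library counted as 2iJ+B-A, mesoderm progenitors against 2iJ+B-A gave -1.402 for Cdx2 and -2.175 for Cdcp1. The others arose when a library was left out. Against mesoderm progenitors, Cdx2 ranged from -0.1954 to 0.995, Cdcp1 from -1.765 to 0.8862 (among them -0.2292) and Hand1 from -0.1479 to 3.678. Against 2iJ, Tcfap2c ranged from -0.2227 to 0.5246 and Furin from -0.2031 to 0.4489.

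Depth limited genes of low abundance, such as Elf5, whose counts lie near the floor of 0.095 to 0.151 CPM. For the sorted cells and the slope, gene counts rose when a mesoderm library was left out, so the difference between the mesoderm libraries was a limit there. For the other results, no test separated the small number of libraries from the spread within groups as a limit.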

Other observations

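No single gene passed between 2iJ+B-A and 2iJ in the main edgeR fit, although 305 passed the DESeq2 Wald test. Targets of the BMP pathway moved as a group, with the prediction written before their values were seen. If BMP signalling rose, Id1, Id2 and Id3 should rise together. Their mean log2 fold change was 2.902, and each was higher in 3 of 3 libraries of 2iJ+B-A than in 2iJ and 2i, with edgeR adjusted p-values of 0.244, 0.488 and 0.47. These values are consistent with the intended action of BMP4. Transcript length and GC content had Spearman correlations of -0.002 and 0.094 with the log2 fold change. They covered 15075 genes with a known transcript, 88.88% of those tested. Neither bias was marked across genes, but this cannot show whether either affected Id1, Id2 and Id3. These correlations are across genes, which are not independent replicates. A difference in batch between 2iJ and 2iJ+B-A was not tested.

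The change from 2iJ to 2iJ+B-A was compared with that from 2i to mesoderm progenitors. The Spearman correlation between them across genes was 0.306, just past the 0.3 set beforehand. Single model genes went both ways. Gata6 and Gata4 rose in both changes, with log2 fold changes of 2.14 and 2.463 against 2iJ. Fgf5, Eomes and T rose from 2i to mesoderm progenitors but had log2 fold changes of -2.351, -1.943 and -1.74 against 2iJ. No difference from 2iJ passed in edgeR. The references differ, but 2i and 2iJ were from the same day and were the closest pair of libraries, at 0.528 log2 units. What these references have in common enters both changes and favours a positive correlation, so the test cannot show a shared programme. Such a programme is left open, since BMP4 was also part of the mesoderm protocol. The correlation is close to the limit, and whether general exit from pluripotency lies behind it was not tested. By the methods of the study, 2iJ and 2iJ+B-A shared serum-containing medium, while no serum is listed for the mesoderm progenitors. A response to serum is thus unlikely to be what both changes share.

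For the JAK inhibitor, a fall of Socs3 by at least 1 log2 unit between 2i and 2iJ had been predicted. The log2 fold change was -0.9472, short of that limit, at 2.309 and 1.206 CPM. Between libraries without replicates and at such low counts, a reduced STAT3 output could not be shown or excluded. Socs3 had 40.735 CPM in the sorted cells, where the same inhibitor was present.

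Several explanations for the 919 genes that separate sorted from unsorted cells were tested. A sex difference between the lines is unlikely from the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, whose summed 294.5 CPM lay within 2-fold of the range of 66.54 to 293.1 CPM in R1. Spearman correlations of the log2 fold change with transcript length and GC content were -0.071 and 0.097. Pseudogenes made up 6.202% of the differing genes (57 of 919) and 3.52% of those tested (Fisher's exact test, p = 2.931e-05, odds ratio 1.898). That was short of the doubling set as the criterion. For mesoderm progenitors against 2iJ+B-A the share was 2.533%. The criterion was written after the top genes had been seen, and pseudogene-like genes listed as protein coding were not counted. Sequence differences between the lines, which move reads among near-identical copies of ribosomal protein genes, could therefore explain some of the most extreme genes. Annotated pseudogenes alone, at 57, do not account for most of the 919. The share due to other near-identical copies is not known. A separate fit of protein-coding genes only gave 708 differing genes, a count that does not show how many of the 919 were kept.

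How far the sorted library stands apart was counted with another prediction written afterwards. In it, 255 genes were at least 4-fold outside the range of the other 7 libraries on the log2(CPM + 1) scale. The day 4 mesoderm library had 170 such genes, the day 3 library 77, and no unsorted mESC library more than 16. The sorted library had the most such genes, but by less than the 2-fold margin over the next that had been set. The count favours it, because each mesoderm library has the other in its reference range. By distance, the day 4 mesoderm library was farther from the unsorted mESC libraries (1.798 to 2.018 log2 units) than the sorted library was (1.401 to 1.653). Line, sorting and Cdx2 state cannot be separated in 1 library.

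Xist, the non-coding RNA that coats the inactive X chromosome (ENSMUSG00000086503; chromosome X, 100655714 to 100678556 of NCBIM37), had 294.334 CPM in the sorted cells (Wilson interval 286.876 to 301.985). It had 0.888 CPM in 2i, 1.206 in 2iJ, 2.69, 4.864 and 14.517 in 2iJ+B-A on days 2, 5 and 11, and at most 0.318 in mesoderm progenitors. Predictions on female cells and on nuclear RNA were made after this was seen. Female cells in the sample should dilute Y-linked transcripts. The sum of these transcripts was 294.5 CPM, against 177 to 249.6 CPM in the unsorted 2iJ+B-A libraries. It was 1.664 times the lowest of these, but the margin over the highest was smaller. Nuclear RNA enrichment alone should raise Xist about as much as Malat1 and Neat1, which rose 2.583-fold and 8.356-fold over the highest other library, whereas Xist rose 20.27-fold. The prediction on X-linked genes was written before their values were seen. The median log2 fold change of 656 X-linked genes was lower than that of 16249 autosomal genes, with a difference of -0.349. Together these values are consistent with Xist expression from the X chromosome of cells that retain a Y chromosome, with partial silencing, as a hypothesis. A small admixture of female cells that express Xist strongly, a difference between the lines in X-linked expression and the quality of this library could not be excluded with a single sample.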
